A study of Mus musculus with 11 samples. Its data were reported in "Bcl11b controls odorant receptor class choice in mice" (2019).

How the data were processed

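RNA was measured in whole main olfactory epithelium (MOE) dissected from newborn mice (postnatal day 0), 5 wild type and 6 carrying a conventional Bcl11b knockout (KO) on both alleles, 1 array per preparation, from mice labelled as BALB/c. Groups, replicate numbers and sex were taken from the sample labels. All 5 wild type preparations and 4 KO preparations came from males, and 2 KO preparations (replicates 3 and 6) came from females; signals of sex-linked genes matched the labelled sex on all 11 arrays. Labels give no litter, dissection day or hybridization date.

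The deposited values are intensities, 1 per probe set and array, on a linear scale, from Affymetrix expression arrays of the mouse genome. Per the study's methods, cRNA was made by 2 rounds of amplification from nanogram amounts of total RNA, and the authors scaled each array linearly to its GAPDH signal in the GeneChip operating software (GCOS in the submitters' processing notes, version not given there). In the deposited values the GAPDH probe set used for scaling reads 10000 on every array, so a difference in GAPDH itself between the groups would move every other value. Detection calls were not used here. The file held 45101 probe sets, of which 64 were control probe sets. Of all probe sets, 34958 had 1 gene symbol in the platform annotation, 932 had several and 9211 had none. Symbols were checked through Entrez identifiers against the RefSeq gene table of assembly GRCm38.p6, which changed 0 of them. That table was used for names and for which genes neighbour each other; no positions were taken from it. A probe set with several genes was never assigned to a single gene.

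Intensities were used as log2(signal + 16). Probe sets with a mean signal under 20 over the 11 arrays and control probe sets were left out, which left 33662. KO and wild type were compared in limma 3.58.1 (R 4.3.3) with lmFit and eBayes with an intensity trend, with no covariate, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Fold changes are on the log2(signal + 16) scale, which understates changes of dim probe sets. Each is KO minus wild type. The number of arrays limits the precision, and the p-values measure the spread between the preparations.

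Gene lists, samples, tests and most alternatives were set before the data were examined. The study's supplementary values for odorant receptor (OR) genes, transcription factors and some mature olfactory sensory neuron (OSN) genes had been read by then, so these lists were not chosen blind to them. Class I OR genes were Olfr64 to Olfr69, Olfr78 and Olfr543 to Olfr692, and class II were the other Olfr genes without pseudogenes. For a list, each gene was represented by its tested probe set of highest mean signal (in the profiling list, which the source gives as probe sets, the brightest of those listed, not of all its probe sets), the log2 values were averaged on each array, and the group difference was tested by an exact two-sided permutation test over all 462 ways to divide the 11 arrays, so that 0.00216 is the smallest p it can give. Lists were also tested against all other genes with camera, with a preset correlation of 0.01 and with an estimated correlation, and genes were counted both over all probe sets and adjusted over the list alone. Under a covariate or block, list means were tested in limma beside the probe sets. In all, 33 lists were tested, and the exact p-values were also adjusted over them.

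Genes were named by a rule. The rule took Bcl11b and, in each direction, the 12 genes of largest change among those past the threshold; OR genes past the threshold when adjusted over their class alone; genes that the study followed; and the 2 members of smallest p in each other list. Sex-linked genes served for the label check only. Where a gene outside the rule is named, the text says so. Acsm4, which the study followed, had no probe set naming it alone in the annotation used here.

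The fit was tested on simulated data for this comparison, drawn from the means and spreads of the 33662 probe sets with 200 of them changed in known directions. Of 50 probe sets changed by 2 on the log2 scale 94% were recovered, of 50 changed by 1 72%, and of 50 changed by 0.5 12%, with 2 false calls in 131. In 500 simulated lists of 20 unchanged genes the exact test gave p under 0.05 in 6.6%. The draw did not reproduce correlation between genes or differences shared across a whole array. Estimated correlations within the real lists reached 0.57, so these rates need not hold for the real arrays.

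Alternatives were scaling on the array median, quantile normalization, scaling on spiked hybridization controls, pseudocounts of 1 and 64, no filter and a filter of 100, eBayes without the trend, array weights, males only, sex as a covariate, the replicate number as a block, the mean of all probe sets of a gene, and leaving out each array in turn. Labelling batch was added after the data were seen: the 3' probe sets of poly-A control RNAs, which are spiked in before labelling, were bright on 5 arrays (wild type 1 and 2, KO 4, 5 and 6) and dimmer on 6 (wild type 3, 4 and 5, KO 1, 2 and 3). The arrays were divided at the largest gap in the mean log2 signal of these controls (8.31 to 8.60, in a range of 7.87 to 9.02), which is narrow, and no labelling or scan dates were available to check that these are batches. Each of these inferred batches holds both genotypes, so values within each batch and with the batch as a covariate were computed. The sample titles carry serial numbers, along which the poly-A level runs low, high, low and high. Of these runs only the second low one holds both genotypes, and separate batches along them were not tested. Leaving out together the 2 KO arrays of highest GAPDH 3'/5' ratio was also added then.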

Results

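To learn how the loss of Bcl11b changes gene expression in the newborn MOE, the sheet of tissue in the nose that holds the OSNs, arrays of 5 wild type and 6 Bcl11b KO preparations were compared. Bcl11b is a zinc finger transcription factor. Median signals ranged from 56.6 to 85.7 on the wild type arrays and from 62 to 86.5 on the KO arrays, and the group means differed by 2.33 (exact permutation test, p = 0.71). The GAPDH 3'/5' ratio, a measure of RNA integrity, was 2.10 ± 0.159 (SD, n = 5) in wild type and 2.15 ± 0.343 (SD, n = 6) in KO, with the highest values on KO 3 (2.70) and KO 2 (2.42).

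Bcl11b transcript was lower in the KO on all 4 of its probe sets. On the brightest of them the signal fell from 3257 ± 529 (SD, n = 5) in wild type to 893 ± 242 (SD, n = 6) in KO, a log2 change of -1.88 ± 0.17 (SE; limma, adjusted p = 1.2e-05). The wild type arrays lay between 2694.3 and 4122.7 and the KO arrays between 560.5 and 1249.8, so that every array matched its label. The signal left in the KO was 27.4% of wild type on this probe set and 31.6%, 35.2% and 38.3% on the others. Where these probe sets lie relative to the deleted part of the gene was not analysed here, so the remaining signal is no measure of functional transcript.

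**Figure D1:**
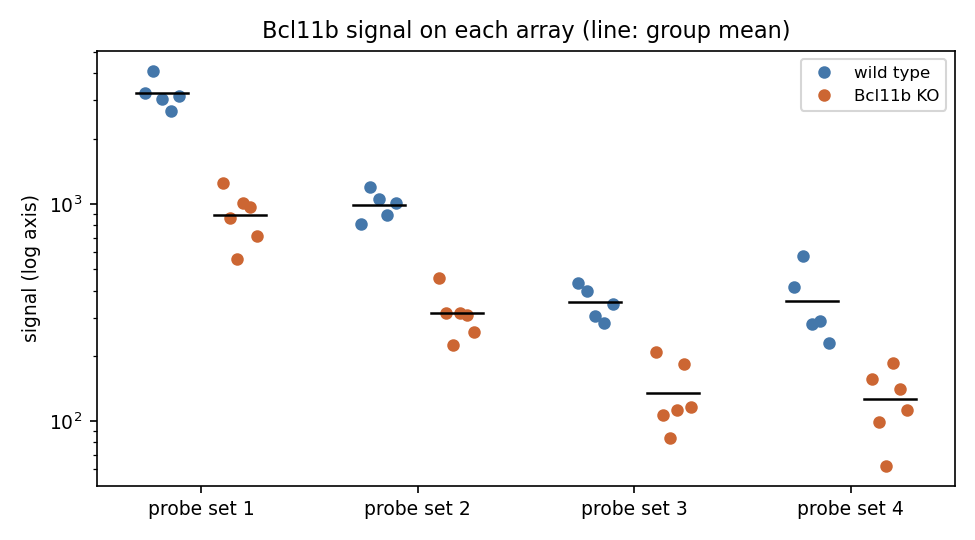
Bcl11b signal (log axis, scaled to GAPDH) on each array for its 4 probe sets, ordered by mean signal; points are arrays and lines are group means. On probe set 1 the KO arrays lie between 560.5 and 1249.8 and the wild type arrays between 2694.3 and 4122.7.

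OR genes of the 2 classes moved in opposite directions in the KO. Class I genes encode the receptors related to those of fish, and class II genes encode receptors typical of terrestrial animals. The class I mean over 10 measured genes or shared probe sets rose by 0.88 on the log2 scale, from 5.40 ± 0.169 (SD, n = 5) to 6.29 ± 0.164 (SD, n = 6) (exact permutation test, p = 0.00216). The class II mean over 18 fell by 0.65, from 6.20 ± 0.0862 to 5.55 ± 0.0873 (exact permutation test, p = 0.00216). The difference between the class means was -0.80 ± 0.208 (SD, n = 5) in wild type and 0.74 ± 0.157 (SD, n = 6) in KO, a shift of 1.53 (exact permutation test, p = 0.00216). Within the inferred batch of higher poly-A controls (2 wild type, 3 KO) the shifts were 0.77 for class I, -0.65 for class II and 1.42 for their difference, and within the other batch (3 and 3) they were 0.94, -0.65 and 1.59; groups this small cannot give an exact p under 0.1. With the batch as a covariate they were 0.87, -0.65 and 1.51.

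Among class I genes, 6 of 10 rose when adjusted over the list alone and 4 rose over all probe sets; 0 fell, and 4 did not pass. Olfr672 rose from 119 ± 28.9 (SD, n = 5) to 399 ± 80.3 (SD, n = 6), a log2 change of 1.62 ± 0.17 (SE; limma, adjusted p = 5.11e-05). Olfr78 rose by 1.70 ± 0.18 (limma, adjusted p = 6.86e-05) and Olfr544 by 1.85 ± 0.24 (limma, adjusted p = 0.000477). Olfr78 has 3 tested probe sets, of which 1 passed. A probe set shared by several class I genes rose by 2.05 from a wild type signal of 3. Olfr690 and Olfr67 passed over the list alone, with log2 changes of 0.74 and 0.64. Olfr64, Olfr65, Olfr66 and Olfr558, which lie outside the rule for named genes, did not pass, with log2 changes of -0.25, 0.16, -0.053 and 0.37. The class I list was higher than other genes in camera (adjusted p = 2.01e-11 with the preset correlation, and adjusted p = 0.00735 with an estimated correlation, which passed in 21 of 22 alternatives).

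Among class II genes, 9 of 18 fell and 1 rose when adjusted over the list alone, and 4 fell and 0 rose over all probe sets. Olfr870 fell by 2.17 ± 0.27 on the log2 scale (SE; limma, adjusted p = 0.000322), from 107 ± 27.2 (SD, n = 5) to 12.9 ± 12.7 (SD, n = 6). Olfr156 fell by 1.78 ± 0.21, Olfr73 by 1.51 ± 0.23 and Olfr140 by 1.05 ± 0.20 (limma, adjusted p = 0.000228, 0.00297 and 0.0233), but the call of Olfr140 ended when any 1 of the 5 wild type arrays was left out. Olfr154, Olfr112, Olfr49, Olfr701 and Olfr17 fell over the list alone, with log2 changes of -1.15, -1.01, -0.89, -0.70 and -0.55. The exception was Olfr1508, which rose over the list alone from 60.2 ± 12.4 (SD, n = 5) to 115 ± 29.9 (SD, n = 6). Its log2 change was 0.76 ± 0.19 (limma, adjusted p = 0.00242 over the list and 0.104 over all probe sets). Camera gave an adjusted p of 1.28e-15 for the class II list with the preset correlation and an adjusted p of 0.000356 with an estimated correlation, which also passed in 21 of 22 alternatives. For both classes the alternative that did not pass was the replicate number as a block (camera, adjusted p = 0.0873 each). Measured OR probe sets were dim, and with a minimum mean signal of 100 only 2 class II genes remained, for which the class II OR mean level differed by -0.013 (exact permutation test, p = 0.942). That filter is on the mean of both groups, so it left out Olfr156, Olfr870 and Olfr140, which were above 100 in wild type, because they fell, and this value is no test of the class II shift. Above the minimum signal lay 13 of the 17 class I and 18 of the 29 class II probe sets on the array, a small part of the OR family.

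**Figure D2:**
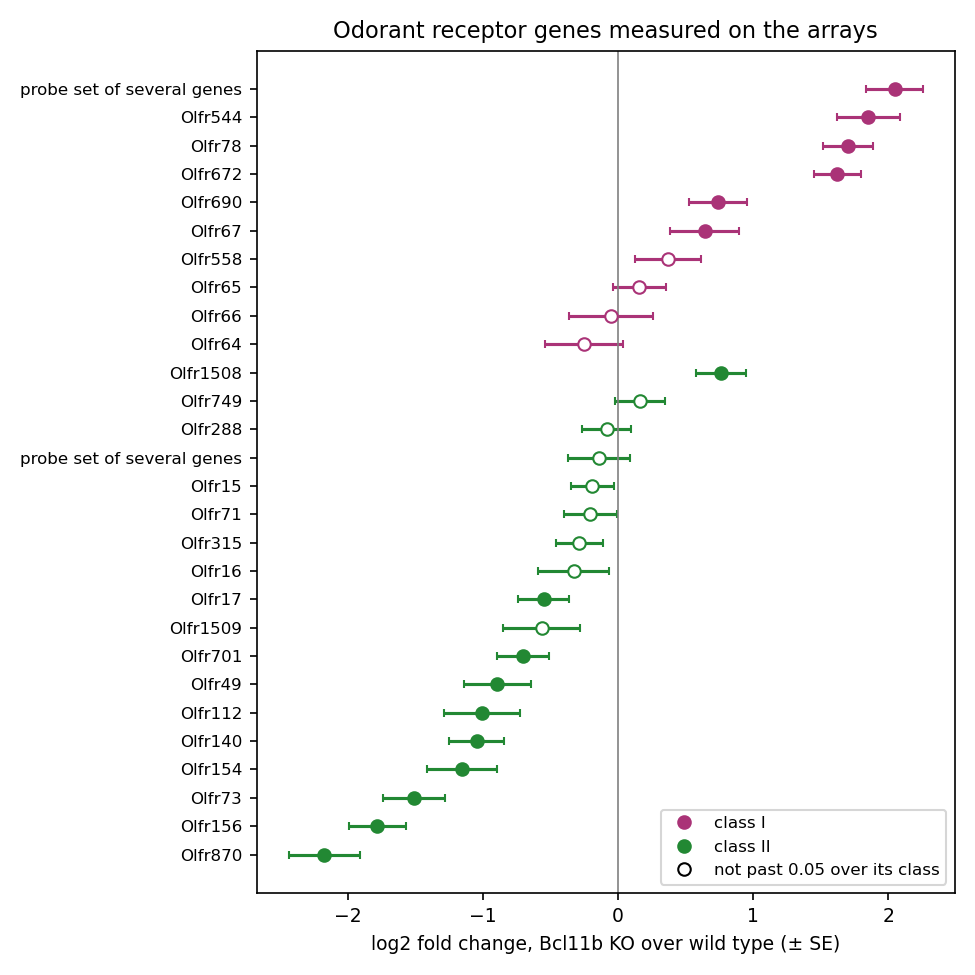
Log2 fold change (KO over wild type, ± SE from limma) of each measured OR gene, class I above and class II below; filled points passed the threshold when adjusted over their class alone. Class I changes run from -0.25 to 2.05, and class II changes run from -2.17 (Olfr870) to 0.76 (Olfr1508).

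Markers of mature OSNs were lower in the KO. The mean of 23 markers fell by 0.43 on the log2 scale, from 9.81 ± 0.160 (SD, n = 5) to 9.38 ± 0.147 (SD, n = 6) (exact permutation test, p = 0.00216), and all 23 had a negative estimate. Of these, 8 fell when adjusted over the list alone and 5 over all probe sets, while 15 and 18 did not pass. Stoml3, a stomatin-like protein of olfactory cilia, fell by 1.21 ± 0.16 (SE; limma, adjusted p = 0.000794). Cnga4, a subunit of the olfactory cyclic nucleotide-gated channel, fell by 1.04 ± 0.17 (limma, adjusted p = 0.00468). Gnal, the G protein alpha subunit that couples ORs to adenylyl cyclase, fell from 2281 ± 250 (SD, n = 5) to 1404 ± 160 (SD, n = 6), with a log2 change of -0.69 ± 0.11 (limma, adjusted p = 0.00545; 1 of its 3 probe sets passed). The others were Gng13, a G protein gamma subunit, and Umodl1 (log2 changes of -0.82 and -0.92), which lie outside the rule for named genes and were chosen after their values were seen. Cnga2 and Omp passed over the list alone (log2 changes of -0.46 and -0.57; limma, adjusted p = 0.00967 and 0.0153), and Adcy3 did not (-0.37; adjusted p = 0.0513). The calls of Cnga4 and Gnal ended with the replicate number as a block, where the mean of the markers did not pass either. Of the markers, 5 (Omp, Cnga2, Cnga4, Adcy3 and Gnal) are among the genes that the study followed in these mice. In camera the list was lower than other genes with the preset correlation (adjusted p = 2.34e-20). With an estimated correlation it lay at the threshold (adjusted p = 0.0475) and passed in only 5 of 23 alternatives (0.0237 to 0.299); with the batch as a covariate the adjusted p was 0.115. Within the batches the mean differed by -0.49 and -0.38, and with the batch as a covariate by -0.43.

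A wider list of 652 mature OSN entries, taken from an earlier profiling study that the authors tabulated and with OR genes left out, moved less. Of its entries 606 were single genes, 10 were probe sets of several genes and 36 had no symbol. Its mean differed by -0.089 (exact permutation test, p = 0.271), by -0.14 and -0.070 within the batches and by -0.099 with the batch as a covariate. It held 52 entries that fell and 12 that rose when adjusted over the list alone, and 24 and 4 over all probe sets. The 4 that rose over all probe sets were Tafa4, Atrnl1, Stmn4 and Fxyd2 (log2 change 1.66), of which Fxyd2 lies outside the rule for named genes. In camera, which used 595 of the entries, the adjusted p was 1.16e-09 with the preset correlation and 0.832 with an estimated correlation. Its mean passed the threshold under 3 other scalings, at -0.15 on the array median, -0.14 after quantile normalization and -0.28 on spiked controls.

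Earlier stages of the OSN lineage did not share this fall. The mean of 20 immature OSN markers differed by 0.12 (exact permutation test, p = 0.262), by 0.15 and 0.072 within the batches, by 0.11 with the batch as a covariate and by -0.077 after scaling on spiked controls. Without both KO arrays of highest GAPDH 3'/5' ratio it was 0.25 and passed. Gap43, a growth-associated protein of extending axons, and Stmn2 and Stmn1, stathmins that bind tubulin, had log2 changes of 0.013, 0.033 and 0.049 (SE 0.12, 0.12 and 0.068). Gnas, the G protein alpha subunit that precedes Gnal in development, had 0.17 ± 0.071 (SE; limma, adjusted p = 0.619). Of the 20 markers 1 rose over all probe sets. This was Stmn4, which rose from 446 ± 122 (SD, n = 5) to 1253 ± 286 (SD, n = 6), a log2 change of 1.48 ± 0.20 (SE; limma, adjusted p = 0.000857). Cxcr4, the next by p, had a log2 change of 0.38 (adjusted p = 0.509).

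The mean of 17 neuronal precursor markers was higher by 0.30 (exact permutation test, p = 0.0303), which did not pass when adjusted over the 33 lists (0.2), and 3 rose when adjusted over the list alone and 2 over all probe sets. The basic helix-loop-helix factors Neurog1 and Neurod1 rose by 0.91 ± 0.19 and 0.66 ± 0.13 (SE; limma, adjusted p = 0.0364 and 0.0214), each on 1 of its 2 tested probe sets. Nhlh2, of the same family and outside the rule for named genes, passed over the list alone (0.93). Within the batches the mean differed by 0.21 and 0.34, and with the batch as a covariate by 0.29. The adjusted p in camera was 3.7e-05 with the preset correlation and 0.632 with an estimated correlation. After scaling on spiked controls the mean differed by 0.11 (exact permutation test, p = 0.290), and without any of wild type 4 and 5 or KO 1, 4, 5 and 6 singly the exact p of the neuronal precursor marker mean level was 0.0556 to 0.0619. The calls of Neurog1 and Neurod1 also ended when single arrays were left out. Sox2, a marker of sustentacular and basal cells, had a log2 change of 0.063 ± 0.14 (SE; limma, adjusted p = 0.987).

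**Figure D3:**
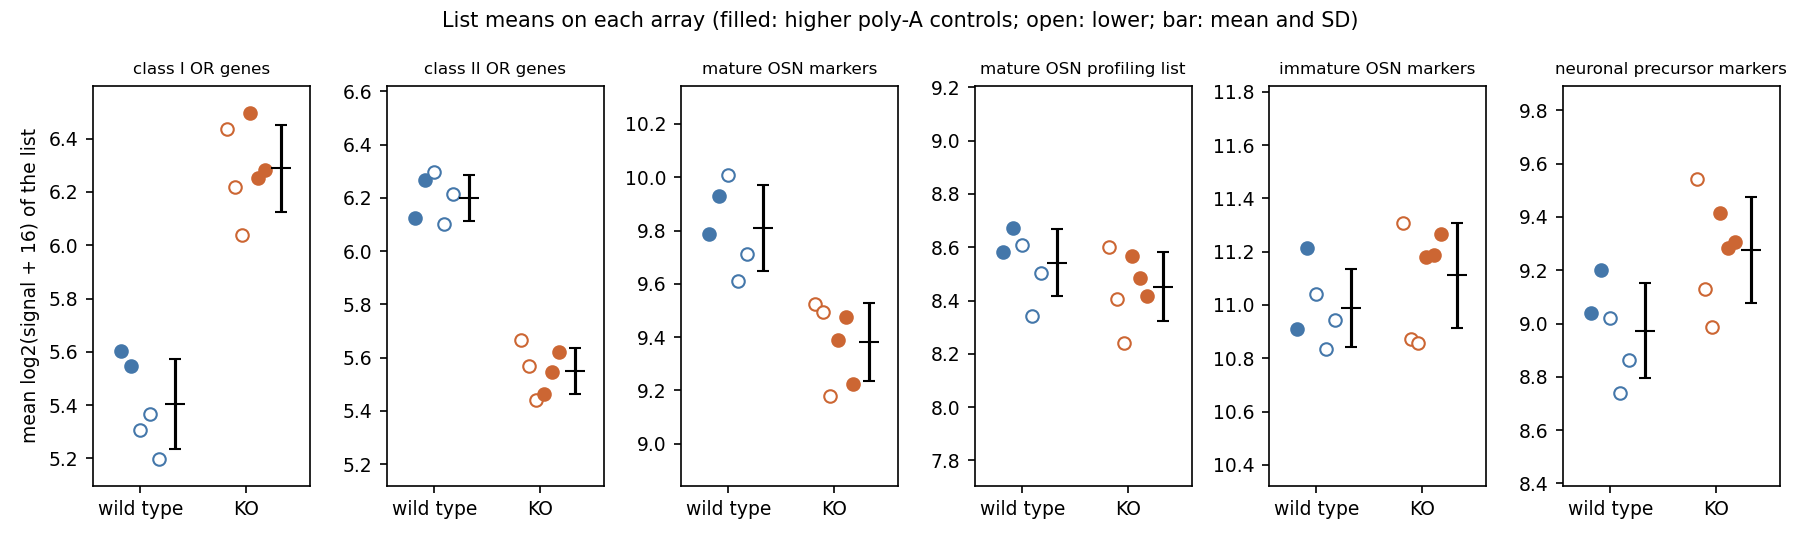
Mean log2(signal + 16) of each gene list on each array; filled points are arrays with higher poly-A controls and open points those with lower ones, and bars give the group mean and SD. Panels span the same height, and the class I and class II means of the KO arrays (6.29 and 5.55) lie apart from those of wild type (5.40 and 6.20) with no overlap.

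Among transcription factors known to bind OR gene promoters and enhancers, Lhx2, Emx2 and Ebf1 to Ebf4 did not pass. Log2 changes were 0.29 ± 0.12 for Lhx2, -0.25 ± 0.17 for Emx2, 0.11 ± 0.12 for Ebf1, -0.18 ± 0.13 for Ebf2, 0.017 ± 0.16 for Ebf3 and -0.16 ± 0.16 for Ebf4 (SE; limma, adjusted p of 0.633 to 0.997). A wider list of 22 OR promoter and enhancer regulators, not all transcription factors, differed in mean by 0.040 (exact permutation test, p = 0.703). Those of smallest p were Tshz1 (log2 change 0.35) and Rcor1 (-0.44). Of the 22 only Tshz1 passed over the list alone (limma, adjusted p = 0.0318 over the list and 0.148 over all probe sets). The mean of 16 subunits of the NuRD complex and its partners, through which Bcl11 proteins repress genes, differed by 0.11 (exact permutation test, p = 0.329). The members of smallest p in that list were Hdac2 (log2 change -0.32) and Chd4 (0.28).

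Over all 33662 probe sets tested, 82 were higher and 71 lower in the KO (limma, adjusted p under 0.05), of which 52 and 32 changed at least 2-fold. In 143 of the 153 the arrays of the groups did not overlap; this held for 1.29% of all tested probe sets, against 0.433% expected by chance. The share of calls that were higher was 53.6% of 153. It was 42.8% of 229 calls after scaling on the array median and 41.0% of 293 after quantile normalization. These lower shares are of larger totals, so they do not mean fewer higher calls. After scaling on spiked controls, which moved the median change of all probe sets from 0.047 to -0.13, the share was 16.7% of 347. The spiked hybridization controls themselves were higher on the KO arrays by 0.20 on the log2 scale (exact permutation test, p = 0.0195). With the batch as a covariate 119 were higher and 107 lower. Within the batches, with 2 or 3 arrays per group, 19 and 29 were higher and 12 and 10 lower.

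The largest rise was on a probe set annotated to several genes, which is not named here. Strain background away from the target was not analysed, so for this rise and for Acadm a mixed background among the KO mice was not examined. Among single genes Tafa4, a secreted chemokine-like protein, rose from 13.6 ± 8.66 (SD, n = 5) to 313 ± 93.8 (SD, n = 6), a log2 change of 3.47 ± 0.22 (SE; limma, adjusted p = 1.22e-07). Atrnl1, an attractin-like membrane protein, rose by 2.21 ± 0.16, and Arl2bp, which binds a small GTPase of the ARL family, by 1.92 ± 0.11 (limma, adjusted p = 5.28e-07 and 2.23e-08). The embryonic beta-type globins Hbb-y and Hbb-bh1 rose by 2.22 ± 0.22 and 2.14 ± 0.19 (limma, adjusted p = 2.58e-05 and 1.15e-05). Stum, Tedc1, Ppp1r27, G530011O06Rik and Sct, the hormone secretin, rose by 1.97, 2.05, 1.93, 1.87 and 1.89, beside Olfr78 and Olfr544. Acadm, a mitochondrial enzyme that oxidizes medium-chain fatty acids, fell by 3.84 ± 0.77, the largest fall (limma, adjusted p = 0.0291), and was uneven among KO arrays. Within the batches its log2 change was -2.40 and -5.30, and whether sequence differences between the mice lie under its probes was not analysed here. Mbl2, a mannose-binding lectin, fell from 375 ± 74.1 (SD, n = 5) to 44.4 ± 14.4 (SD, n = 6), a log2 change of -2.71 ± 0.19 (limma, adjusted p = 4.77e-07). The sodium channel subunit Scn4b, the potassium channel Kcnc4 and the adhesion molecule Ncam2 fell by 1.41, 1.33 and 1.21; Ncam2 passed on 1 of 3 tested probe sets. B830017H08Rik, 1700097N02Rik and Vmn1r171, a gene of the vomeronasal receptor family, fell by 1.58, 1.30 and 1.21; 1700097N02Rik passed on 2 of 3 tested probe sets. The calls of Acadm, Ncam2, Kcnc4 and Vmn1r171 ended when single arrays were left out.

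Of the lists for other cell types of the dissected tissue only the erythroid list passed the exact test. For sustentacular cells (18 genes) the mean difference was 0.066 (exact permutation test, p = 0.310), for horizontal basal cells (11) -0.057 (p = 0.721), for the cell cycle (23) 0.12 (p = 0.420), for microvillar cells (9) 0.00318 (p = 0.978), for glands and secretion (11) 0.18 (p = 0.779), for respiratory ciliated cells (12) 0.11 (p = 0.219) and for olfactory ensheathing glia (13) 0.30 (p = 0.117). For vomeronasal neurons (5 genes) it was 0.18 (exact permutation test, p = 0.167), for other chemoreceptor cells (4) 0.11 (p = 0.470) and for olfactory bulb neurons (14) 0.25 (p = 0.439), where Calb2 fell by 0.56 (limma, adjusted p = 0.0385). The bulb list mean was more uneven among KO arrays (SD 0.589, n = 6) than among wild type arrays (SD 0.299, n = 5). Calb2 was its brightest member (3308 in wild type), and which cells gave that signal was not tested. Mesenchyme (13 genes), cartilage and bone (13), muscle (12) and endothelium (10) gave 0.11, 0.00797, 0.28 and 0.15 (exact permutation test, p = 0.407, 0.961, 0.134 and 0.236), and in muscle Ckm rose by 1.53 on 1 of 2 tested probe sets (limma, adjusted p = 0.00895). Macrophages (18 genes), T cells (3), neutrophils and mast cells (7) and epidermis and tooth (9) gave 0.082, -0.13, 0.047 and 0.054 (exact permutation test, p = 0.286, 0.424, 0.738 and 0.747). The median of the members differed in sign from the mean for cartilage and bone (-0.21), microvillar cells (-0.065) and horizontal basal cells (0.063). For cartilage and bone, microvillar cells, neutrophils and mast cells, and epidermis and tooth camera, which compares a list with all other genes, put the list lower although its mean was above 0. For cartilage and bone this passed with the preset correlation in 5 alternatives: males only (adjusted p = 0.00143), sex as a covariate (0.000745), the replicate number as a block (0.0123), the filter of 100 (0.00625) and without KO 6 (0.0157). With an estimated correlation it did not pass (0.611 to 0.878), and both female arrays are KO. Mesenchyme, muscle, the cell cycle and glands and secretion were higher in 2 alternatives each, vomeronasal neurons were higher in 1 and axon guidance and sorting genes were lower in 1, none with an estimated correlation. The calls of Calb2 and Ckm ended under other settings. Genes that passed over their list alone were Tbr1 of the bulb neurons (log2 change 1.16; limma, adjusted p over the list 0.0103), Hes5 of the sustentacular cells (0.79; 0.0126), Krt15 of the horizontal basal cells (-1.22; 0.0133), Dmp1 of cartilage and bone (1.26; 0.00305), Cd14 of the macrophages (0.77; 0.0251), Car2 and Ms4a6c of the other chemoreceptor cells (-0.49 and 0.47; 0.0188 and 0.0275) and Meis2 of the vomeronasal neurons (0.49; 0.0367).

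Lists for position and state gave similar values. The dorsal zone list (3 genes) differed by -0.039 (exact permutation test, p = 0.827), with Nqo1 at a log2 change of 0.0995, and the ventral zone list (4) by -0.27 (p = 0.123), of which Ncam2 fell. Axon guidance and sorting genes (28) differed by -0.048 (exact permutation test, p = 0.723), apoptosis genes (17) by 0.12 (p = 0.177), immediate early genes (11) by 0.077 (p = 0.764) and unfolded protein stress genes (17) by -0.00212 (p = 0.991), with a member median of 0.018. In the last of these the pseudokinase Trib3 fell by 0.70 on 1 of 2 tested probe sets (limma, adjusted p = 0.0373), a call that ended when any 1 of the 5 wild type arrays was left out. Over their list alone Ddit3 of the same list (log2 change -0.64; limma, adjusted p over the list 0.0061), Hrk of the apoptosis genes (0.65; 0.00716), Jun of the immediate early genes (0.53; 0.0258) and, of the axon guidance genes, Bdnf, Pcdh17 and Efna3, the last outside the rule for named genes, passed (0.62, -0.60 and -0.47; 0.0499 each). The erythroid list (7 genes) rose by 0.64 (exact permutation test, p = 0.00216; adjusted over the 33 lists, 0.0179), and the 2 members that rose over all probe sets were Hbb-y and Hbb-bh1; over the list alone 1 other, the transferrin receptor Tfrc, which lies outside the rule for named genes, fell (log2 change -0.50). In camera with the preset correlation the erythroid and ensheathing glia lists were higher than other genes (adjusted p = 0.00513 and 0.0316), and with an estimated correlation the adjusted p was 0.172 and 0.832. In males only the glia list had an adjusted p of 0.476 with the preset correlation. Its members of smallest p were Fabp7 (log2 change 0.86) and Foxd3 (0.58).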

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

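The labelling batch was inferred from poly-A control signals alone, without dates to check it, and the test on it was set after that but before its result was seen. In 230 groups of values (each named probe set and list mean in each genotype), 10 held 1 array far from the rest by Dixon's criterion, against about 1 in 20 by chance. Of these, 3 were low on KO 3: Omp at 238.7 (others 377.7 to 450.9), Stmn2 at 3120.5 (others 4360.8 to 5084.9) and Krt15 at 30.6 (others 135 to 175.4). KO 3 also had the highest GAPDH 3'/5' ratio. The others were 1700097N02Rik on wild type 3 (347.6), Cnga4 on wild type 3 (656.3), another Hbb-bh1 probe set on wild type 1 (51.9, others 2.2 to 5.4), Ckm on wild type 2 (56.7, others 8.4 to 10.1), Calb2 on KO 1 (2932.7), Olfr154 on KO 6 (17.5) and Ambn, an enamel protein, on KO 4 (333.4, others 14.9 to 48.4).

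The fall of mature OSN markers in the KO was set against 3 explanations. A smaller share of all OSN-lineage cells in the dissected tissue would lower immature markers too, but their mean was higher by 0.12 (and -0.077 after scaling on spiked controls, where the mature marker mean was -0.62). Much of the 0.12 came from Stmn4 (log2 change 1.48), which also stands in the profiling list of mature OSN entries. The median change of the 20 immature markers was 0.090. Scaling of the arrays to GAPDH is argued against by 3 other scalings, under which the marker mean fell with an exact p of at most 0.00433. The labelling batch, as inferred, is argued against by a difference in the same direction in both batches, the smaller being -0.38. Separate batches along the serial numbers of the sample titles were not tested. A change in the OSNs or in the share that reach maturity remains open. A regional loss within the MOE cannot be resolved with whole-tissue RNA. On tissue sections of newborn KO mice, the study found fewer Omp-expressing cells in the ventral but not the dorsal MOE. It also found more apoptotic cells in the ventral MOE only. The study proposes that the ventral fall of mature markers reflects this apoptosis.

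The number of calls was compared with 100 drawn divisions of the arrays into groups of 5 and 6, the true one included. Of these, 3 gave at least its 153 calls, the true one included, so the count passed at a share of 0.05. Only 100 of the 462 possible divisions were drawn, so chance is not firmly excluded. The highest other division gave 363 calls, and its group of 5 held 4 of the 5 arrays with higher poly-A controls. Another large one, with 360 calls, put 5 of the 6 arrays with lower controls together. But 4 other divisions, whose group of 5 also held 4 of the 5 arrays with higher controls, gave 0, 0, 1 and 12 calls. Those with 12 calls and with 1 of the counts of 0 held the same 4 of these arrays. Another with 5 of the 6 arrays with lower controls gave 25. So the number of arrays taken from 1 batch does not by itself account for the large counts. These point to a structure of the samples that was not identified. Median signal ran partly with the large counts, but this was not tested. With 363 calls it was 75.2 to 86.5 in the group of 5 and 56.6 to 75.6 in the group of 6. With 360 calls it was 56.6 to 75.2 and 62 to 86.5. Yet a division with 75.2 to 85.7 against 56.6 to 86.5 gave 0 calls. The comparison within the inferred batches and with the batch as a covariate stands in the report.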

How the results depend on the processing

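The labelling batch and leaving out the 2 KO arrays of highest 3'/5' ratio were chosen after seeing the data. Of 286 recomputed values of the main results, 242 kept direction and, where there was a test, side of the threshold (counts: stayed within 1.5 times), 11 lost the threshold, 4 gained it, 28 counts moved and 1 reversed. List means within the batches could not pass the threshold, so they bear on direction and size only. The deposited values already are scaled to GAPDH, so using them as they are moves nothing and is not counted. The Bcl11b transcript, the class I mean and the difference between the class means kept direction and side of the threshold at every setting with a test. Lower probe sets numbered 131 with median scaling, 173 after quantile normalization, 289 with spiked control scaling, 120 with array weights, 44 with sex as a covariate, and 107 with the labelling batch as a covariate. Higher probe sets numbered 225 with array weights and 204 without both KO arrays of highest ratio. Within the batch with higher poly-A controls 19 were higher and 12 lower, and within the other batch 29 and 10; these hold fewer arrays. With spiked control scaling the immature mean turned to -0.077 and the precursor mean was 0.11. The profiling list passed at -0.15, -0.14 and -0.28 with median, quantile and spiked control scaling. Without both KO arrays of highest ratio the immature mean passed at 0.25. Taken over all probe sets per gene, the neuronal precursor marker mean level was 0.28 (exact permutation test, p = 0.0563). With a mean signal of at least 100 the class II OR mean level was -0.013, from 2 genes, but the filter takes both groups together and so left out genes because they fell; it does not test that shift. Other lists past the threshold in camera numbered 1 with no filter and 4 without both KO arrays. The cause of these changes was not tested, except where fewer arrays or genes explain it.

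Leaving out 1 array at a time gave 49 to 128 higher and 36 to 85 lower probe sets, 0 to 4 other lists, and precursor means of 0.25 to 0.36. The fewest higher calls came without wild type 3 or 4 (49 each) and the most without KO 2 (128); the fewest lower calls came without wild type 3 (36), and 43, 41 and 47 came without wild type 1, 2 and 5. Without wild type 5 50 were higher.

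Same-numbered arrays do not pair: the correlation of their deviations was -0.28 to 0.00850, and 0 of 5 wild type arrays correlated best with its own number. With the replicate number as a block 62 were higher and 29 lower, the mature OSN marker mean level was -0.40 and the neuronal precursor marker mean level 0.30, neither past the threshold. The class I and class II lists did not pass in camera with an estimated correlation under this block. Of 37 named probe sets past the threshold 25 passed at every setting that tested them; Neurog1, Neurod1, Ncam2, Calb2, Trib3, Acadm, Olfr140, Kcnc4, Vmn1r171, Cnga4, Gnal and Ckm did not. Of the 37, 12 were too dim for the filter of 100, and within the batches, where only values were taken, 37 kept direction in both. In 41 recomputed values a gene called in neither fit changed sign. Probe sets near a signal of 20 limit what can be read of OR genes.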

Other observations

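Tests of genes beside Bcl11b were chosen after that pattern was seen, and the test of glucocorticoid-induced genes was set after their pattern was seen; the genes in the first paragraphs lie outside the rule for named genes and were chosen after their values were seen, and Hba-x, Usp17la, Tmem121 and Zfp386 below also lie outside it. Lmo4, an LIM-only cofactor, rose from 718 to 1432 (log2 change 0.96; limma, adjusted p = 0.00125), St18, a zinc finger factor of developing neurons, from 329 to 708 (log2 change 1.07; limma, adjusted p = 0.000794), and Neurod4 from 20.3 to 71.3 (1.29; limma, adjusted p = 0.0285); for St18 and Neurod4 1 of 2 tested probe sets passed. Stom, the stomatin relative of Stoml3, fell from 3198 to 1492 (log2 change -1.10; limma, adjusted p = 4.37e-05). Gnai1, an inhibitory G protein alpha subunit, rose by 0.66 (limma, adjusted p = 0.0028).

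Genes known to be induced by glucocorticoids stood among those that rose: Cebpd (log2 change 1.14; limma, adjusted p = 0.000513), Zbtb16 (1.59), Klf9 (0.52), Klf15 (1.22) and Hif3a (1.2). A hormone response to stress or fasting in the KO pups is a candidate explanation. It was tested on 20 other glucocorticoid-induced genes, listed before their mean was computed. They were known not to be among the called genes, so their call status had been seen, and 5 of them also stood in planned lists; without these 5 the mean was higher by 0.32 (exact permutation test, p = 0.0346). Over all 20 the mean was higher in KO by 0.31 (exact permutation test, p = 0.0216; 9.95 ± 0.0979 (SD, n = 5) against 10.3 ± 0.229 (SD, n = 6)), and 19 of 20 had a positive estimate, with 5 past the threshold when adjusted over the list alone. These were Tsc22d3 (0.92), Pdk4 (1.01), Sgk1 (0.59), Nfkbia (0.34) and Per1 (0.69). The 1 gene with a negative estimate was Angptl4 (log2 change -0.80; limma, adjusted p over the list 0.0697). The mean differed by 0.18 and 0.41 within the batches. It was 0.25 on the array median, 0.24 after quantile normalization and 0.12 on spiked controls, with a highest exact p of 0.366. The hypothesis was raised and tested on the same arrays, and hormone levels were not analysed here.

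The rise of the embryonic globins Hbb-y and Hbb-bh1 (mean log2 change 2.10) was set against 3 explanations. More blood in the KO dissections is argued against by the other 5 erythroid genes, whose mean differed by 0.053 (exact permutation test, p = 0.671). More red cells of the embryonic type cannot be told apart from other explanations: Hba-x, the embryonic alpha-type globin, differed by -0.34, but its signals (15.1 and 8.42) lie under the minimum. Both genes lie inside the class I OR cluster, and a change along the whole cluster by a similar amount is argued against by the 8 tested genes there that are neither OR nor globin genes, with a median of 0.019 (SD 0.41); Usp17la had the highest value, 0.97 (limma, adjusted p = 0.0945). Class I OR genes were not in that test, and 6 of 10 rose, 4 of them by 1.62 to 2.05, so a change shared by the globins and part of the OR genes remains open. A loss of repression of these globin genes in red cells or in the MOE, and a strain difference at the globin locus, remain open and untested.

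Of the genes beside Bcl11b, 150 on one side and 94 on the other, 5 of 244 tested genes were called (2.05%), against 104 of 14795 elsewhere (0.703%; Fisher's exact test, two-sided p = 0.0324, odds ratio 2.95, 95% interval 0.931 to 7.22). The interval includes 1, and the test counts the same genes that prompted it, so it adds no independent evidence. Tedc1, Tmem121 and Zfp386 (log2 changes 2.05, 1.19 and 1.28) lie 75, 76 and 80 tested genes away on one side. A neighbourhood effect of deleting Bcl11b itself cannot be told apart from chance: 0 calls lay among the 40 nearest, 20 on either side, but only 0.281 were expected there at the share elsewhere. The prediction had taken 0 calls, or more calls farther out, as evidence against it; that condition was wrong, because so few genes would give 0 calls by chance, and it was set aside after the value was seen. DNA of the embryonic stem cell strain kept around the targeted allele cannot be told apart from chance clustering. The share of calls was 0%, 1.67%, 3.19% and 2% from near to far within these genes and 0.348% (1 of 287) on the rest of the chromosome, and with 5 calls the counts are too few to show whether it falls with distance. The fall with distance stood in the prediction but was applied only after the p-value was seen.

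Acadm fell into separate levels. Its signal was 2326 to 2664 on the wild type arrays, 44 to 49 on KO 1, 2, 3 and 4, and 1384 and 1408 on KO 5 and 6. Whether sequence differences between the mice lie under its probes was not analysed here.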
